A study of Mus musculus with 6 samples. Its data were reported in "Sorafenib Promotes Treg Cell Differentiation To Compromise Its Efficacy via VEGFR/AKT/Foxo1 Signaling in Hepatocellular Carcinoma" (2024).

How the data were processed

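RNA was sequenced from 6 libraries of mouse regulatory T (Treg) cells, 3 of control cells and 3 of cells cultured with sorafenib (Sora), a kinase inhibitor used in liver cancer. The study differentiated naive CD4 T cells of Foxp3-GFP reporter mice into Treg cells in culture and sorted the GFP-positive cells. Groups and replicate numbers were taken from the sample titles. The labels give no batch, date, litter or animal.

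The authors deposited raw counts per gene symbol for 22939 genes. According to the methods of the study, reads were aligned to the mouse genome GRCm38 with Bowtie2. The counting program, its treatment of strand and the annotation release were not stated. Genes that overlap, or that share sequence with a close relative (the granzymes, Idi1 and Idi2, Ccl3 and Ccl4), are therefore uncertain, since reads could have been split between them. The authors also deposited FPKM values for the same genes and columns. Each FPKM value equalled the count divided by a single length per gene and by the library total, with a largest relative difference of 1.64e-06 in the implied length over 22939 genes, so the FPKM table is no separate measurement. The study names an expectation-maximization algorithm for these values, and the table showed no trace of one.

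Total counts per library ranged from 30727686 to 37717324. At that depth a floor of 3 counts corresponded to between 0.0795 and 0.0976 CPM, which covers counting error only. Counts within each group differed by more than sampling noise in every pair of libraries (chi-square per degree of freedom from 3.36 to 5.91), so none is a copy of another. The 6 were counted as replicates because their labels number them so, and whether they come from separate cultures or animals is not known.

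The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the counts, with TMM scaling, the filterByExpr filter (13463 genes tested), no covariate, and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction were called differentially expressed genes (DEGs). The standard error of a log2 fold change was the one that the F statistic implies. Values per group are mean TMM-scaled CPM ± SD over 3 libraries. Principal components were computed on log2 CPM (prior count 2) of the 500 most variable genes.

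Gene lists were tested with camera of limma 3.58.1, two-sided, with the inter-gene correlation preset at 0.01 and adjustment over 17 lists. These lists were written from general knowledge and are not KEGG pathways. Camera with an estimated correlation and fry were alternatives. Over-representation of DEGs among cytokine and receptor genes was tested with a two-sided Fisher's exact test against all other tested genes. A further 8 lists were added after the first results had been seen, and are reported only among the closing observations, which brings the lists run to 25.

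The samples, tests, 17 lists, single-gene lists and most alternatives were fixed before the data were examined. They were written after the study had been read, including pictures of its results that label the direction of a few genes (Tnf, Sesn2 and some Wnt genes). Genes named singly were those of the single-gene lists, the 5 with the largest and the 5 with the smallest log2 fold change among DEGs with a mean log2 CPM of at least 3 and no overlap between the groups, and at most 5 members, by adjusted p, of each list that passed. Any other gene named was chosen after its values were seen. Ighm, Ncr1, Klra8 and Klra4, which are on the single-gene lists, were not analysed here, and a few other genes are not reported here. Coordinates and gene types are from RefSeq on GRCm38.p6, in which 97.5% of the gene symbols were found.

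Alternatives were RLE, upper quartile and library-size scaling, other filters (a count of at least 1 in any sample, or a CPM of at least 1 in at least 3 samples), DESeq2 1.42.0 with default parameters, robust fitting, the replicate number as a block, each library left out in turn, and limma on log2(FPKM + 1) or log2(FPKM + 0.1). Removal of trends on gene length and GC content was chosen after seeing the data. On simulated counts with 200 changed genes among 13101 tested, edgeR recovered 99% of them with 3.88% false calls. DESeq2 recovered 98.5% over 13462 genes and limma on log2(FPKM + 1) 91.5% over 10386 genes. Camera passed none of the 17 lists on those data and passed a list of 20 raised genes. Each simulated gene was drawn independently, and every changed gene moved by 1.5 on the log2 scale. Far fewer genes changed than in the real libraries. The simulation therefore tests neither the preset inter-gene correlation nor the recovery of small changes.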

Results

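To describe how Sora changed the transcriptome of Treg cells differentiated in vitro, RNA-seq counts from 3 control-Treg (ctrl-Treg) and 3 Sora-Treg libraries were compared. Total counts were 37717324, 35080679 and 30727686 in the ctrl-Treg libraries and 31535516, 33242204 and 37086117 in the Sora-Treg libraries. Replicates were close, with a biological coefficient of variation of 4.29%. The first principal component held 89.5% of the variance of the 500 most variable genes and separated the groups, and the second held 4.52%. With 3 samples against 3, an exact permutation test of a single value cannot go below 0.1, so single values rest on models fitted across all genes.

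Because all cells were sorted on a Foxp3 reporter, Foxp3 (chromosome X, 7579676 to 7595243) was examined first. Its level was 259 ± 8.99 CPM in ctrl-Treg cells and 272 ± 4.75 CPM in Sora-Treg cells (SD, n = 3). The log2 fold change was 0.07 ± 0.03 (SE, edgeR adjusted p = 0.0405). This call did not hold. With libraries scaled by their totals the log2 fold change was -0.0410, and it lost significance when any of 4 libraries was left out. Foxp3 overlaps Flicr and Ccdc22. Foxo1 was higher by 0.23 ± 0.03 on the log2 scale (SE, edgeR adjusted p = 8.77e-07).

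Of 13463 genes tested, 848 were DEGs higher and 669 were DEGs lower in Sora-Treg cells. Without the fold limit, 8022 genes (59.6%) had an edgeR adjusted p under 0.05, of which 3994 were higher and 4028 lower. The groups did not overlap in 63.7% of tested genes, where chance gives 10%. The balance of higher and lower genes depended on the scaling. With libraries scaled by their totals, 720 DEGs were higher and 845 lower, and of genes at any fold 2862 were higher and 5614 lower. That scaling moved the median log2 fold change of all genes by -0.12, and changes of that size have no fixed sign. The count moved most with limma on log2(FPKM + 1) without a filter, which gave 274 higher and 185 lower genes.

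**Figure D1:**
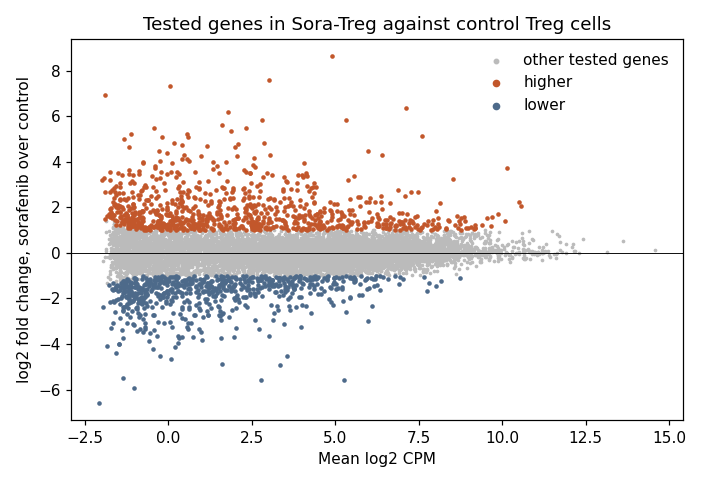
Each point is a tested gene, with mean log2 CPM on the x axis and the log2 fold change of Sora-Treg over ctrl-Treg cells (n = 3 each) on the y axis. The 848 higher and 669 lower DEGs are coloured, and other tested genes are grey.

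The study named Il10, Prf1 and Gzma as effector genes of Treg cells, reported a higher level of Tgfb1 and labelled Gzmb in a plot. It chose these genes on these samples. For Il10 and Tgfb1 it also reported higher levels by real-time PCR and by enzyme-linked immunosorbent assay. All 5 genes were higher in Sora-Treg cells, both adjusted over all genes and adjusted over the list alone. The latter is not independent evidence. Gzma (chromosome 13, 113093824 to 113100981) rose from 0.151 ± 0.0326 to 60.2 ± 0.542 CPM (SD, n = 3), a log2 fold change of 8.63 ± 0.12 (SE, edgeR adjusted p = 4.25e-24). Its control value rests on 5, 5 and 6 counts, so the size of that fold is imprecise. Gzmb (chromosome 14, 56258836 to 56262334) rose from 10.7 ± 0.691 to 379 ± 3.95 CPM, a log2 fold change of 5.14 ± 0.04 (SE, edgeR adjusted p = 3.54e-28). Prf1 and Il10 had log2 fold changes of 3.15 ± 0.20 and 3.07 ± 0.10 (SE, edgeR adjusted p = 5.71e-12 and 3.24e-17). Tgfb1 changed by 0.39 ± 0.03 on the log2 scale (SE, edgeR adjusted p = 8.73e-11), which is past the p threshold but below the fold limit, so 4 of the 5 were DEGs. The alternative that moved a member most was log2(FPKM + 1), under which the change of Gzma was 5.82. Gzma overlaps Cdc20b, which had at most 22 counts in any library.

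**Figure D2:**
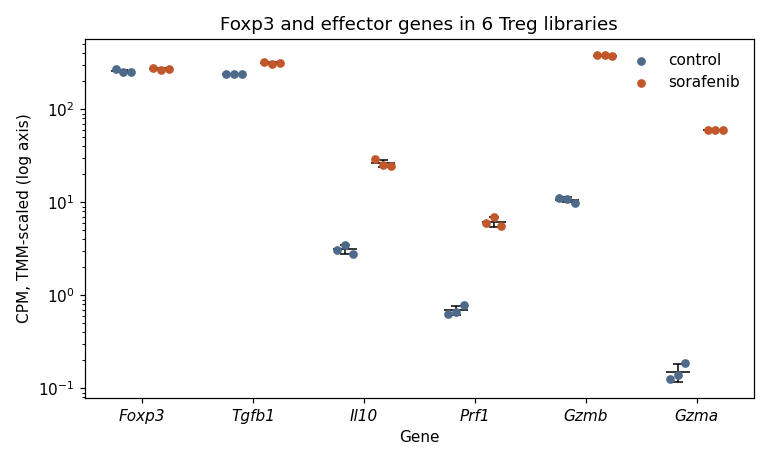
TMM-scaled CPM on a log axis for 6 genes in 3 ctrl-Treg and 3 Sora-Treg libraries, with points for libraries and black bars for the mean ± SD. Foxp3 differs little between groups, while Gzma lies near 0.151 CPM in ctrl-Treg cells and 60.2 CPM in Sora-Treg cells.

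By the rule for large changes, the other genes that rose most were Gm36600, Gipr and Tgfb3, with log2 fold changes of 7.57 ± 0.23, 6.37 ± 0.06 and 5.84 ± 0.09 (SE). Gm36600 is a long noncoding RNA with 7, 1 and 1 counts in ctrl-Treg cells, and its log2 fold change ranged from 7.16 to 8.97 when a library was left out, so the size of that fold is imprecise. The genes that fell most were Il2, Idi2, Wnt3, Sulf2 and Csf2, with log2 fold changes of -5.59 ± 0.08, -4.91 ± 0.15, -4.52 ± 0.17, -3.63 ± 0.13 and -3.25 ± 0.10 (SE). Il2 (chromosome 3, 37120713 to 37125954) went from 74.2 ± 3.92 to 1.53 ± 0.140 CPM (SD, n = 3, edgeR adjusted p = 1.41e-23). Wnt3 overlaps Wnt9b, which had 14, 9 and 10 counts in ctrl-Treg cells and 0 in Sora-Treg cells, too few to make the fall of Wnt3. Idi2 has the close relative Idi1, which also fell (-1.37 ± 0.06). Idi2 reads counted for Idi1 in Sora-Treg cells only would have raised Idi1. A steady share counted for Idi1 in all libraries would have lowered it, so reads split between these genes cannot be excluded.

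The study reported an over-representation of cytokine and receptor genes among DEGs. Of 89 tested genes in a hand-written list of this kind, 39 (43.8%) were DEGs, against 1478 of 13374 other genes (11.1%). The odds ratio was 6.28 (95% confidence interval 4.01 to 9.77, Fisher's exact test p = 6.19e-15). The DEGs went both ways, with 17 higher and 22 lower.

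Of 17 gene lists, 14 passed camera with the preset correlation. Only 7 of these passed when the correlation was estimated, while fry passed the same 14 and 2 more, so the number of lists called depends on the set test. The 7 were Treg identity, suppressive effector, PI3K-AKT pathway members, glycolysis and Hif1a targets, Atf4 targets, cytotoxic and cell cycle. Glycolysis and Hif1a targets rose by a median of 0.67 on the log2 scale, with 25 of 25 tested members significantly higher (camera adjusted p = 1.03e-35, 0.0144 with estimated correlation). Treg identity genes rose by a median of 0.50 (camera adjusted p = 3.52e-17, 0.00721 estimated), and suppressive effector genes by 0.75 (4.77e-16, 0.00721 estimated). The latter list and the cytotoxic list contain granzymes that the study picked from these libraries. Cytotoxic genes had a median of 1.03 with 11 members higher and 7 lower (camera adjusted p = 1.65e-04, 0.0340 estimated). Cell cycle genes had a median of -0.68, with 34 of 35 members significantly lower (camera adjusted p = 9.06e-17, 0.00961 estimated). Atf4 targets had a median of -0.78 (2.21e-18, 0.0222 estimated).

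The study also reported lower PI3K-AKT and mTOR signaling by enrichment analysis of its RNA-seq data. Separately, it found less phosphorylated AKT protein in cultured CD4 T cells, and an AKT activator inhibited the differentiation that Sora induced. RNA levels of pathway members do not measure that phosphorylation and do not decide whether AKT signaling fell. For the hand-written lists, which are not those pathways, PI3K-AKT members had a median log2 fold change of 0.05, with 43 higher and 35 lower (camera adjusted p = 0.00730, 0.0454 estimated). With libraries scaled by their totals, which shifts all genes alike, this median was -0.07 and the list no longer passed. Camera, which compares members with other genes, gave the direction as higher in the main fit and in every alternative. The mTOR members had a median of 0.02, with 25 higher and 31 lower (camera adjusted p = 0.754), and that median was -0.10 with libraries scaled by their totals and -0.02 with upper quartile scaling. The mTOR list passed under no alternative. Foxo1-dependent genes had a median of 0.08 (camera adjusted p = 0.0212), which was -0.03 with libraries scaled by their totals and did not pass there.

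The remaining lists passed the preset correlation but not the estimated one, apart from 3. Cholesterol biosynthesis had a median of 0.21 (camera adjusted p = 0.0152), pro-apoptotic genes -0.34 (0.00186) and type I interferon response -1.001 (0.0210). Cytokines and receptors had a median of 0.03 (5.38e-04), Th1 genes 0.07 (0.0136) and Th2 genes -0.05 (0.00500), with members going both ways. Camera gave the direction of all 3 as higher, against the sign of the Th2 median. The first 2 of these 3 medians were -0.08 and -0.05 with libraries scaled by their totals, and the first was also below 0 with upper quartile scaling. With a library left out, the Th1 median ranged from -0.17 to 0.19. The lists that did not pass were mTOR members, ERK output genes (median -0.45, camera adjusted p = 0.193) and Th17 genes (median 0.10, or -0.02 with libraries scaled by their totals and -0.21 to 0.20 with a library left out, camera adjusted p = 0.628).

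**Figure D3:**
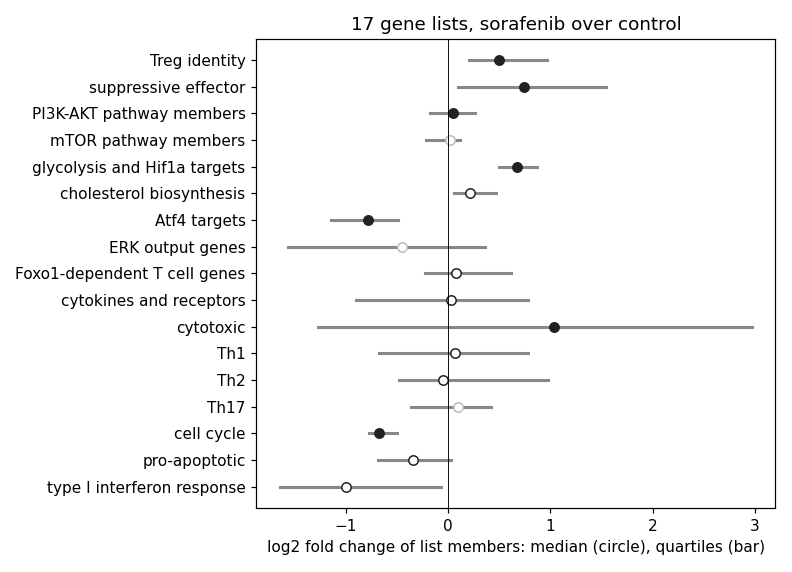
For each of 17 lists, the circle is the median and the bar spans the quartiles of the members' log2 fold changes (x axis, Sora-Treg over ctrl-Treg cells, n = 3 each). Filled circles passed camera with both the preset and the estimated correlation, open black circles only the preset, and grey circles neither.

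The study assigns the effect to VEGFR, one of the kinases that Sora inhibits. In its cultures a VEGFR inhibitor promoted differentiation and VEGF abolished the effect of Sora. Inhibitors of PDGFR, FLT3 and c-Kit did not promote differentiation. Those compounds were added at the beginning of culture, whereas these libraries come from cells sorted after differentiation. Expression of the kinases was examined here, and RNA levels do not measure receptor activity. The VEGF receptor genes Kdr, Flt1 and Flt4 had 0 to 10, 3 to 9 and 0 to 2 counts per library, below the filter, and together between 0.165 and 0.393 CPM. Summed over libraries, Kdr had 4 counts in ctrl-Treg and 21 in Sora-Treg cells and Flt1 had 22 and 9, so these went opposite ways. At these counts no test of them is reported. Pdgfra, Pdgfrb and Ret were also below the filter, with at most 14 counts in any library. Kit rose from 72.4 ± 0.144 to 184 ± 8.46 CPM (SD, n = 3), a log2 fold change of 1.35 ± 0.04 (SE, edgeR adjusted p = 1.25e-18). Flt3 had a log2 fold change of -1.58 ± 0.42 (SE, edgeR adjusted p = 0.00229) on at most 33 counts. Araf rose by 0.30 ± 0.04 (SE, edgeR adjusted p = 2.58e-07), and Fgfr1 by 0.63 ± 0.20 (SE, edgeR adjusted p = 0.00825), which lost significance without control replicate 1 (0.48) or sorafenib replicate 3 (0.47). Braf did not differ (edgeR adjusted p = 0.305).

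Marker genes of other cell types were read as a check on purity. Of 7 myeloid genes, 6 were at least 2-fold higher in control replicates 1 and 2 than in control replicate 3. Lyz2 had 47.5, 47.9 and 12.6 CPM in the ctrl-Treg libraries and 5.64, 21.2 and 4.66 CPM in the Sora-Treg libraries, so its mean difference rests on 2 control libraries. B-cell genes were low and fell, though the call for Pax5 was lost in 5 of the 6 fits that each left out a library. Cd8a had a log2 fold change of -0.71 ± 0.22 (SE, edgeR adjusted p = 0.00872) and Cd8b1 0.04 ± 0.10 (SE, edgeR adjusted p = 0.749). The natural killer cell genes Klrb1c and Klra7 and the hemoglobin genes had at most 1 count in any library, and Alas2 at most 4.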

Values the study reported

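In a separate experiment on whole mouse liver tumors, the study reported 819 up-regulated and 811 down-regulated genes after Sora treatment. For differentiation in culture it reported an effect at 1, 2, and 4 μmol/L Sora and none at 0.25 and 0.5 μmol/L. Its methods required an expression difference of more than 2-fold.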

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

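The effector genes Il10, Prf1, Gzma, Gzmb and Tgfb1 kept their direction and their call under all 17 alternatives, as did the over-representation of cytokine and receptor genes, with odds ratios between 5.42 and 22.2. The fold of Gm36600 was less stable than its call, with log2 fold changes from 7.16 to 8.97 when a library was left out and down to 2.03 on log2(FPKM + 1). The number of genes with an adjusted p under 0.05 stayed within 1.5 times throughout. Counts of DEGs moved by more than that under 4 alternatives. Limma on log2(FPKM + 1) gave 274 higher and 189 lower genes, a pseudocount of 0.1 gave 373 and 371, and no FPKM filter gave 274 and 185. The larger pseudocount shrinks the fold of low genes by construction. A test against a 2-fold null gave 490 and 288. DESeq2 gave 884 and 709, and shared 1406 genes with the 1517 DEGs.

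The shared replicate numbers gave no evidence of pairing. The correlations of same-numbered libraries' deviations were -0.0438, 0.0591 and 0.0299. With the replicate block, 850 DEGs were higher and 673 lower, and the block changed no call among the 17 lists, the effector genes, Foxp3 and the kinases. Among the other named genes it changed the call of Fcgr3, with a log2 fold change of -1.09 and an adjusted p of 0.0332.

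Foxp3 had log2 fold changes of -0.0410 with library size alone, -0.0394, -0.0399 and -0.0394 on FPKM, 0.0367 with upper quartile scaling and 0.0594 with a count of at least 1 in any sample, none of them significant. Across the 6 fits that each left out a library it ranged from 0.0560 to 0.107, and 4 of these were not significant. Braf was -0.0571 with library size alone and -0.0525, -0.0596 and -0.0525 on FPKM, and ranged from 0.00542 to 0.11 with a library left out, significant only without sorafenib replicate 1. Fgfr1 ranged from 0.47 to 0.74 with a library left out, and was 0.19 and not significant on unfiltered FPKM. Cd8b1 was -0.0768 with library size alone, -0.0686, -0.0761 and -0.0686 on FPKM, and from -0.0163 to 0.12 with a library left out, with control replicate 2 left out giving the negative value. Library-size scaling shifts all genes by -0.12, which is enough to turn these signs. The cause of the other changes was not tested.

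Among the lists, the estimated correlation gave adjusted p-values of 0.0949 for cholesterol biosynthesis, 0.103 for Foxo1-dependent genes, 0.140 for cytokines and receptors, 0.114 for Th1, 0.135 for Th2, 0.0504 for pro-apoptotic genes and 0.365 for type I interferon response. Fry gave 0.00114 for ERK output genes, 0.0341 for Th17 and, with the direction turned to higher, 0.241 for mTOR members. With library size alone, PI3K-AKT members had 0.0748 and Foxo1-dependent genes 0.0775. On log2(FPKM + 1), with fewer genes tested, the values were 0.192 for PI3K-AKT members, 0.190 for Foxo1-dependent genes, 0.240 for Th1, 0.611 for Th2, 0.149 for type I interferon response and, turned to higher, 0.621 for Th17. In all, 6 of the 17 lists had no change under any alternative.

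The share of the first principal component was 77.1% over all tested genes, 97.5% on log2(FPKM + 1), and from 88.7% to 91.4% with a library left out. Among 98 other genes named or listed as top members, 88 kept direction and call in every fit that tested them. Pax5 and the myeloid genes other than Cd68 were among the exceptions. Lyz2, Csf1r, Itgam and Adgre1 were not significant with DESeq2 or robust fitting.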

Other observations

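The tests on abundant genes, on macrophage genes among the Sora-Treg libraries, on cytotoxic lymphocytes and on Wnt genes were chosen only after related results had been seen. All 8 added lists were written after the first results, and are adjusted over those 8. Of the 25 lists run, 18 passed when all were adjusted together, among them 4 of the added lists. Camera with the preset correlation passed 4 of the 8, the estimated correlation 3 and fry 7, so fry also called the TGF-beta list lower (0.00138), the Wnt list lower (4.29e-04) and the cytotoxic lymphocyte list higher (4.29e-04).

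Of the 10 splits of the 6 libraries, 1 (the real one) gave as many DEGs, 1 as many genes with an adjusted p under 0.05 and 1 as many lists. With 10 splits this share cannot go below 0.1, so chance cannot be excluded by this test alone. The other 9 splits gave 0 DEGs and between 4 and 7 lists past the threshold of camera with the preset correlation. Each of them mixes the groups unevenly and keeps part of the treatment difference, so these lists are no measure of false calls. Removing each library's trend on gene length left 1514 DEGs, 1497 of them among the 1517. Removing the trend on GC content gave 1380, against 1382 among the genes with a GC value, and 1331 were shared. The 20 most abundant genes took 10.8% ± 0.0760 of counts in ctrl-Treg and 11.6% ± 0.165 in Sora-Treg cells (SD, n = 3). These shares imply a shift of all other genes by at most -0.0156 on the log2 scale between any pair of libraries from the 2 groups, far below the fold limit of 1. Neither the trends nor these shares therefore account for the number of DEGs. Whether individual small changes have the right sign stays open.

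Myeloid genes were lower in Sora-Treg cells on average. In a further list of macrophage genes, 9 of 14 tested genes were at least 2-fold higher in both control replicates 1 and 2 than in control replicate 3, consistent with myeloid cells left in those libraries. The most abundant of the list, Ctss and Apoe, did not follow that split, and were at similar levels in all 6 libraries. As a set the list did not pass (median -1.37, camera adjusted p = 0.162), and without control replicate 3 it did (adjusted p = 0.00818). For 10 of the 14 genes control replicate 3 lay nearer the Sora-Treg mean, but this count mostly restates the split among the controls and includes Ctss and Apoe, so it decides nothing about a response of all cells to Sora. Among the Sora-Treg libraries, replicate 2 had the highest level of 12 of the 14 genes, at least 2-fold above both others for 2 of them, and Lyz2 was at 21.2 CPM there against 5.64 and 4.66. Such unevenness within a group is expected of carry-over. It rests on 1 library in each group and mostly on low counts, so that a response and carry-over cannot be told apart. Vcam1 and Hmox1 were lower in Sora-Treg cells and level among the controls. Of the 669 lower DEGs, 45 were at least 2-fold higher in both control replicates 1 and 2 than in control replicate 3.

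Granzymes and perforin rose, and cytotoxic lymphocytes carried through the sort may be one source. The measure set for this was the median log2 fold change of a list of transcripts abundant in CD8 T and natural killer cells, expected at or below 0 without carry-over. It came out at 0.41 (camera adjusted p = 0.426), with 6 members higher and 3 lower, so that measure came out against the expectation and carry-over cannot be told apart from a change in the Treg cells. Klrc1, Klrd1, Ctsw, Eomes, Gzmk and Cst7 rose. The natural killer cell genes Klrb1c and Klra7, listed before the data were examined, had at most 1 count in any library. Gzmb was at 379 CPM in Sora-Treg cells. Klrb1c and Klra7 thus gave no sign of natural killer cells, while the rise of Klrc1 and Klrd1 goes the other way. Cd8a, a marker of CD8 T cells listed before the data were examined, had a log2 fold change of -0.71 (edgeR adjusted p = 0.00872), and Cd8b1 did not differ, which argues against carry-over of CD8 T cells. Nkg7 and Ccl5 had log2 fold changes of -2.30 and -2.63, which argues the same way, but both were singled out after their values were seen.

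Glycolysis genes rose, and a candidate explanation is a HIF (hypoxia-like) response. Targets of HIF outside glycolysis rose by a median of 0.82, with 20 of 20 higher (camera adjusted p = 1.48e-32, 0.00449 with estimated correlation). Leaving out the 5 members shared with the first 17 lists gave 0.83 over 15 genes. Oxygen, cell density and direct effects on mitochondria were not tested. Mitochondrially encoded genes, for which no prediction had been written, had a median of 0.50 (camera adjusted p = 0.0180, 0.377 estimated), and their share of counts was 2.0% ± 0.104 against 2.55% ± 0.294 (SD, n = 3).

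Il2 and Csf2 fell steeply. Early genes of T cell receptor (TCR) signaling had a median of -0.68, with 8 lower and 2 higher (camera adjusted p = 1.58e-09, 0.0109 estimated), consistent with a weaker acute TCR response. Leaving out 4 members of other lists gave -0.57 over 8 genes. Cd69 and Irf4 went the other way. The study reported more phosphorylated ERK and MEK protein in Sora-treated CD4 T cells, and it calls ERK signaling important for TCR activation. Whether TCR signaling itself was weaker therefore stays open. A weaker IL-2 and STAT5 response was predicted too and was not seen. That list rose, by a median of 0.43, with 9 of 11 members higher (camera adjusted p = 1.68e-08). However, 7 of the 11 belong to the first 17 lists. The 4 others (median 0.43), all higher, passed camera with the preset correlation (adjusted p = 2.28e-04) but not with the estimated one (0.0766).

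Tgm2 and Timp1, which were chosen after their values were seen, rose by 3.72 and 3.33 on the log2 scale, which led to the hypothesis of a stronger TGF-beta response. The prediction failed. Immediate TGF-beta targets had a median of -0.10, with 4 higher and 6 lower (camera adjusted p = 0.247). No rise as a set was seen, and members that go both ways do not decide the question. In separate cultures the study found no difference in phosphorylated Smad2 and Smad3 protein with Sora.

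The hand-written mTOR list showed no shift where the study reported one. Wnt and Frizzled genes, which pathway collections may count under mTOR, had a median of -1.02 over 7 of 29 genes tested, with 3 lower and 2 higher (camera adjusted p = 0.126). Over the 23 genes with a count of at least 1 in any sample the median was 0.0959 (camera adjusted p = 0.157), so its sign depends on the filter. Too few were expressed to decide whether they carry a pathway shift.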
